A study of Mus musculus with 186 samples. Its data were reported in "Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling" (2017).

How the data were processed

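The files hold RNA profiles of 186 single epithelial cells of the adult mouse mammary gland (strain FVB/NJ), 96 sorted as basal and 90 sorted as luminal. Cells were captured on the Fluidigm C1, a microfluidic chip that isolates a cell per site and makes full-length cDNA in it, and the libraries were sequenced on an Illumina instrument after Nextera XT preparation. Groups were taken from the submitters' labels. The labels also name a PCR plate: basal cells lay on plates A and B and luminal cells on plates B and C. Among the cells of these files, plate B alone thus held both populations. Whether other cells of the study lay on these plates is not known here. The labels name no mouse for a cell. Cells are therefore not replicates here, each population counted as 1 sample, and no test, p-value or standard error was computed between them.

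The authors aligned the reads to the mouse genome build mm10 with Subread and summarised them per gene with featureCounts and its built-in RefSeq annotation, and they deposited raw counts per gene and cell. Whether the counting used strand, and how it treated reads that map to several genes, is not stated in the labels, so genes with close relatives (the keratin and casein families among those named) and overlapping genes may share reads. A table of the whole series was not used here. Each file lists 27179 gene identifiers, of which 25275 matched a symbol in the RefSeq annotation of GRCm38.p6, the same assembly as mm10. The 1904 identifiers without a symbol held 1.94% of all counts and were left out. Coordinates are those of that annotation, counted from 1.

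From the counts, 15 mitochondrial and 124 ribosomal protein genes were removed first. The study's thresholds were then applied: at least 50000 reads and 1000 genes for a basal cell, and at least 100000 reads and 1500 genes for a luminal cell. Genes with at least 1 CPM (counts scaled to the library total) in at least 3 cells were kept, which left 14773. Doublets were not called by a program, because the study inspected the capture sites by microscope before cDNA synthesis and a caller has little to work on in 186 cells. No pair of cells looked like a library deposited more than once: the smallest chi-square per gene between cells of a group was 19.7 in basal and 37.8 in luminal cells, where sampling noise gives about 1.

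Counts were summed per population, and the log2 ratio of luminal over basal was taken on the CPM with 1 CPM added to each. For a gene list, the median ratio was set against 10000 random lists of the same size matched on mean expression in 20 bins. The lists were the 200 basal and 200 luminal genes that the study took from earlier bulk RNA-seq, of which 196 and 195 matched a symbol and 193 of each passed the gene filter. For values per cell, each cell was thinned to 50000 reads without replacement. The luminal part of a cell is the share of luminal-list genes with a read, divided by the sum of that share and the basal one. The range from 25% to 75% is called mixed, which is a range of a score and not a cell type. In luminal cells the same cuts were applied to the share of detected mature luminal (ML) markers among the detected ML and luminal progenitor (LP) markers, 10 genes each. The distance between a pair of cells was the root mean square of the 500 largest log2 differences (log2 CPM with a prior count of 5). Ward clustering used the 500 genes of largest variance and was read at 2 clusters.

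Genes were named by a rule fixed before the data were examined: markers named in the text of the study, and the 5 genes per direction with the largest ratio among those with at least 100 CPM and detection in at least 50% of cells in the higher group, and a log2 ratio of at least 1 in the same direction on plate B alone. Sums have exact Poisson intervals and shares have exact Clopper-Pearson binomial intervals, both at 95%. A share of 0 is given with the limit that 3 counts of the total allow. These libraries carry no molecular identifiers, so PCR reads are not independent molecules and all intervals cover counting error only.

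The thinning was first drawn with 1 random stream for all cells. It was changed to a stream per cell after first values had been seen, so that leaving out a cell does not alter the draw of another, and the first draw is among the alternatives. The ratio step was tested on simulated counts for these cells and 14773 genes, with 200 genes changed by 2 on the log2 scale. It recovered 88.5% of them within 0.2 of the simulated change. Against the change expected once 1 CPM is added, it recovered 100% within 0.2, so the misses came from the added CPM in low genes. The simulation had no variation between cells beyond sampling. Alternatives covered the cell and gene filters, gene removal, plates, scaling (TMM factors of edgeR and median-of-ratios factors), priors, gene lists, depth, detection threshold, score, cuts and clustering. Lists of 20 endothelial, 20 immune, 20 fibroblast and 20 pericyte markers were written for the closing tests after the first results. Genes whose values had been looked at were left out of those tests, which left 12, 17, 17 and 16. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.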

Results

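Gene counts were examined in 96 basal and 90 luminal cells sorted from the adult mammary gland. The basal cells form the outer, contractile layer of the ducts and the luminal cells line the inside. Total counts per cell ranged from 3105 to 3784407 with a median of 1350613, and a median of 4761 genes was detected. The thresholds left 72 of 96 basal cells (50 of 60 on plate A, 22 of 36 on plate B) and 76 of 90 luminal cells (24 of 24 on plate B, 52 of 66 on plate C), 148 in all. Among passing cells the median count after gene removal was 1189247 in basal and 1459614 in luminal cells. With the mitochondrial and ribosomal protein genes kept, 157 cells passed, the largest shift among the alternatives. There are no replicates of either population, and none of the differences below has a replicate check.

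**Figure D1:**
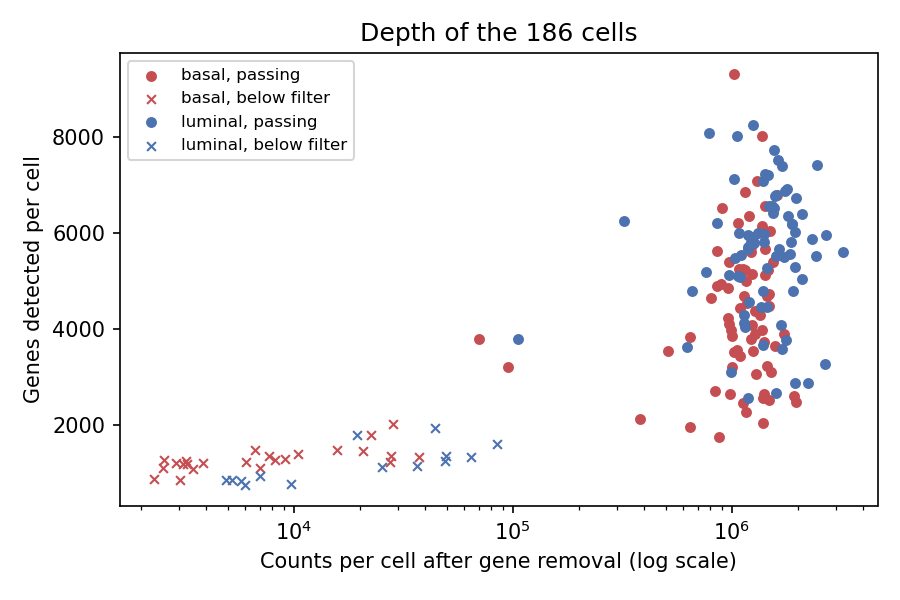
Counts per cell after gene removal (log axis) against genes detected, for basal (red) and luminal (blue) cells; circles passed the thresholds and crosses did not. The 38 cells that did not pass all lie at the low end of the count axis.

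The first comparison asked how far the sorted populations carried the lineage programs known from bulk RNA-seq. The median log2 ratio of luminal over basal was -3.46 for the basal list and 4.30 for the luminal list. No random list of the 10000 matched to the basal list had a median as low (their range was -0.20 to 0.70), and none matched to the luminal list had one as high (-0.20 to 0.64). Of 193 genes each, 187 of the basal list were higher in basal cells and 191 of the luminal list were higher in luminal cells. On plate B alone the medians were -3.47 and 4.44. The random lists lay higher there, with medians of 0.66 and 0.69, against 0.20 for each over all plates. The plate B medians thus have a baseline shifted towards luminal cells, although no random list reached them (0 to 1.40 and 0.03 to 1.40). On plate B 166 genes of the basal list were higher in basal cells and 25 in luminal cells. Of the luminal list, 183 were higher in luminal cells and 7 in basal cells. The setting that moved the luminal median most was an added 10 CPM, which gave 2.27.

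The spread of ratios between plates of a single population was of similar size to that between populations. The SD over 14773 genes was 1.74 for luminal over basal, 2.06 for basal plate A over B and 1.49 for luminal plate B over C. On plate B alone, the luminal over basal SD was 2.48. The direction of a named gene's ratio between populations was therefore checked on plate B alone.

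Among basal markers, Krt14 (Entrez 16664, chromosome 11, 100203162 to 100207510) had 1945 CPM in basal cells (interval 1936 to 1955) and 47.5 CPM in luminal cells (46.3 to 48.8), a log2 ratio of -5.33. Krt5 (Entrez 110308, chromosome 15, 101707069 to 101712905) had 234 and 0.34 CPM and a ratio of -7.45. Acta2 (Entrez 11475, chromosome 19, 34240336 to 34255585) had 5540 and 60.2 CPM. Its ratio was -6.50 over all plates and -11.16 on plate B alone. Of its 6860 luminal reads 5359 came from luminal cell 63, on plate C, and the luminal value was 13.3 CPM without that cell (ratio -8.60) and 0.89 CPM without cells 63 and 25. Among luminal markers, Krt18 (Entrez 16668, chromosome 15, 102028216 to 102032026) had 122 CPM in basal and 3059 CPM in luminal cells, a ratio of 4.63. Without basal cell 90 the basal value was 72.6 CPM and the ratio 5.38. Prlr (Entrez 19116, chromosome 15, 10177238 to 10349190) had 60.7 and 4557 CPM and a ratio of 6.21. Of its 5099 basal reads 2945 came from basal cell 13 and 2033 from cell 90. The basal value was 26.0 CPM without the former (ratio 7.40), 37.1 CPM without the latter (ratio 6.90) and 1.48 CPM without both. Epcam had a ratio of 1.77 over all plates and 2.99 on plate B, and Krt8 had 3.10 and 2.94. All 37 named genes kept their direction on plate B and under each of the 9 alternatives tried for them. Leaving out a single cell, an alternative chosen after seeing the data, moved the ratio of 20 of the 37 by over 1.5 times and changed the sign of 0.

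By the size rule, the 5 genes furthest towards basal cells were Nrg1 (-8.14), Serpina3h (-7.55), Tpm2 (-7.48), Krt5 (-7.45) and Il17b (-6.56). The 5 furthest towards luminal cells were Plac8 (8.07), Cldn8 (7.95), Ly6d (7.44), Tmprss2 (7.30) and Areg (6.88). On plate B alone the ratios of the basal genes were -11.92, -6.99, -7.10, -6.98 and -8.05 in the same order. Those of the luminal genes were 7.95, 8.21, 8.01, 8.06 and 6.61 there. Plac8 (Entrez 231507, chromosome 5, 100551589 to 100572253) rested on 1 read in all basal cells and 30964 in luminal cells. Cldn8 had 4 reads in basal cells and Tmprss2 had 11, and Krt5 (0.34 CPM) and Serpina3h (0.51 CPM) were under 1 CPM in luminal cells. The sizes and ranks of these 5 ratios depend on the added CPM. With 0.1 CPM added they were 11.25 for Plac8, 10.77 for Cldn8, 9.58 for Tmprss2, -9.05 for Krt5 and -8.86 for Serpina3h, the last pair beyond Nrg1 at -8.24. Nrg1 (Entrez 211323, chromosome 8, 31807452 to 32891609) had 3763 CPM in basal and 12.4 CPM in luminal cells. Without luminal cell 63 the luminal value was 2.15 CPM and the ratio -10.22. The same cell held 127 of the 128 luminal reads of Il17b (ratio -7.63 without it), 51 of 58 of Serpina3h (-8.06) and 26 of 39 of Krt5 (-7.72). Basal cell 13 held 10 of the 11 basal reads of Tmprss2, and without basal cell 90 the ratio of Areg was 7.49. Csn1s2a, a named marker with a ratio of 8.08, was at 10.53 without basal cell 20, which held 383 of its 385 basal reads, and at 7.43 without luminal cell 81. On plate B alone its ratio was 6.47, and luminal cells had 90.9 CPM there against 2188 CPM on plate C.

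**Figure D2:**
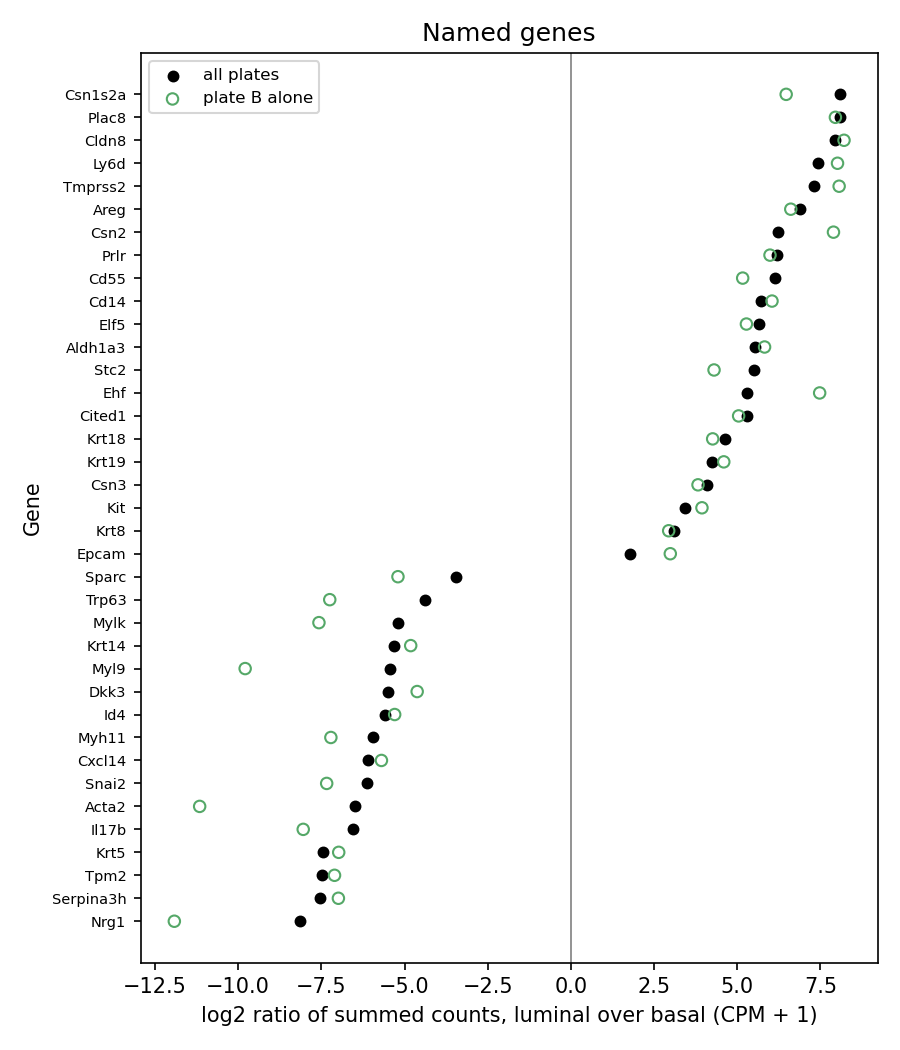
Log2 ratio of summed counts, luminal over basal with 1 CPM added (horizontal axis), for the 37 named genes over all plates (filled) and on plate B alone (open). Each gene lies on the same side of 0 in both, from -8.14 for Nrg1 to 8.08 for Csn1s2a over all plates.

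The study asked whether single cells carry both programs. At 50000 reads per cell, 3 of 72 basal cells lay in the mixed range (4.17%, interval 0.868 to 11.7) and 11 of 76 luminal cells did (14.5%, 7.45 to 24.4). These intervals overlap. At full depth the numbers were 10 (13.9%) and 15 (19.7%). By plate at 50000 reads, the mixed range held 2 of 50 basal cells on plate A and 1 of 22 on plate B, and 1 of 24 luminal cells on plate B and 10 of 52 on plate C. At full depth it held 2 of 50 basal cells on plate A and 8 of 22 on plate B (36.4%, 17.2 to 59.3). The rise in basal cells was thus on the plate that also held luminal cells. Basal cells there also detected fewer genes at full depth (median 3085, against 4872.5 on plate A). A cell with fewer basal-list genes detected has a higher luminal part at the same luminal share. The rise therefore does not tell a shared plate from low gene detection. In luminal cells the numbers at full depth were 3 of 24 on plate B and 12 of 52 on plate C. A luminal part within 5 points of a cut was found in 2 basal and 3 luminal cells. One basal cell, number 90, had a luminal part of 88.2%. It was singled out after its value was seen. The setting that moved the basal share most was the short marker lists, which put 14 of 72 cells in the mixed range (19.4%). Only 2 of the 11 luminal cells had Krt14 or Krt5 at 10 CPM or more, against 12 of 65 luminal cells above the range.

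**Figure D3:**
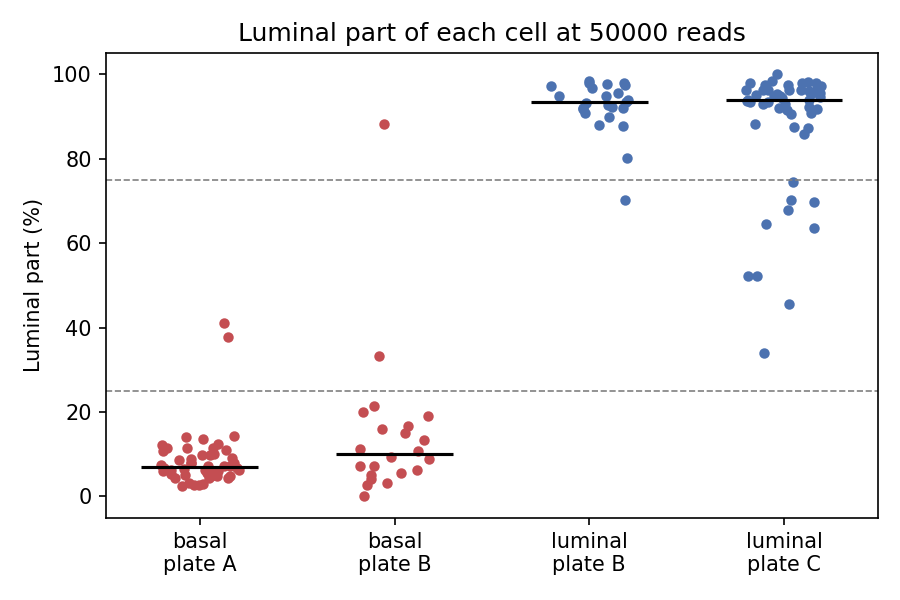
Luminal part of each passing cell at 50000 reads (percent), by population and plate, with black lines at the medians and dashed lines at the cuts of 25% and 75%. Plate medians are 7.01% and 10.0% for basal cells and 93.3% and 93.8% for luminal cells, and 10 of the 11 luminal cells in the mixed range are on plate C.

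Plate B held both populations, so reads passing between its wells would raise the other lineage there. The median luminal part of basal cells was 7.01% on plate A and 10.0% on plate B, a difference of 3.00 points that ranged from -0.39 to 4.07 over thinning seeds. In luminal cells the median was 93.3% on plate B and 93.8% on plate C. At 50000 reads neither difference was separable from the thinning draw. At full depth the basal medians were 12.1% on plate A and 22.6% on plate B, with the same limit from the lower gene detection on plate B. The luminal medians were 83.4% on plate B and 82.6% on plate C, so the other lineage was not higher on the shared plate by this measure.

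Cd55 and Cd14 mark luminal progenitors in the study. Cd55 (Entrez 13136, chromosome 1, 130429798 to 130465009) was detected in 31 of 76 luminal cells at 50000 reads (40.8%, 29.6 to 52.7) and in 1 of 72 basal cells (1.39%, 0.0352 to 7.50). Cd14 (Entrez 12475, chromosome 18, 36725064 to 36726815) was detected in 32 luminal cells (42.1%, 30.9 to 54.0) and 3 basal cells (4.17%, 0.868 to 11.7). Both were detected in 14 luminal cells (18.4%, 10.5 to 29.0), against 17.2% from the product of the single shares, and in 0 of 72 basal cells, which allows a share of up to 4.17%. At full depth the luminal shares were 55.3% for Cd55, 69.7% for Cd14 and 38.2% for both, with a product of 38.5%. The double share was thus not distinguishable from independent detection at either depth. By plate at 50000 reads, Cd55 was found in 33.3% of luminal cells on plate B and 44.2% on plate C, and Cd14 in 54.2% and 36.5%. At full depth these shares were 58.3% and 53.8% for Cd55 and 75.0% and 67.3% for Cd14. The luminal shares include the 11 cells in the mixed range, examined below for stromal RNA, and were not computed without them. One of these, luminal cell 33, held 978 of the 11478 luminal Cd55 reads. Of the 38 basal Cd55 reads, 21 came from cell 72 and 15 from cell 95, which held 6 and 3 endothelial markers.

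**Figure D4:**
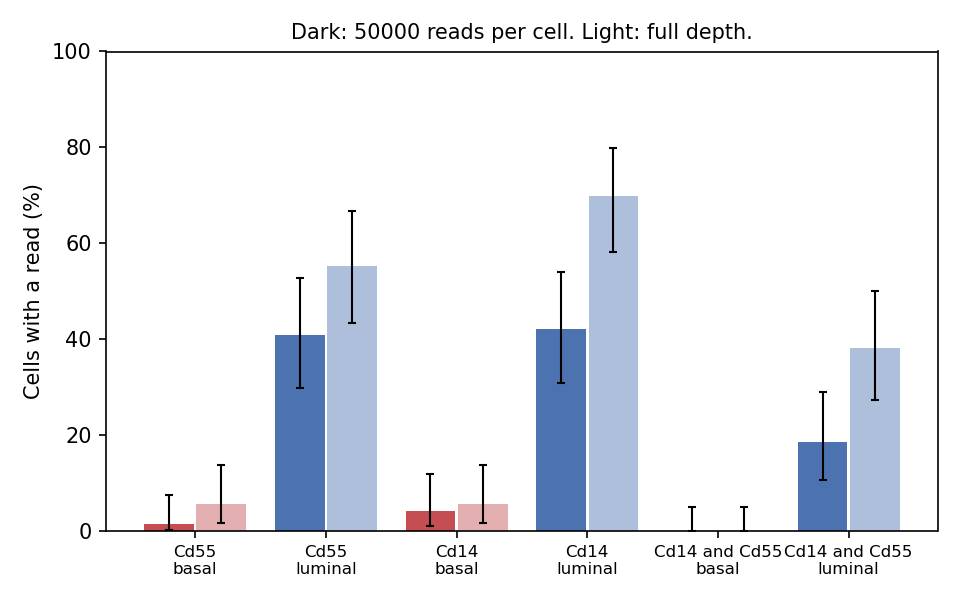
Percent of cells with a read of Cd55, Cd14 or both, in basal (red) and luminal (blue) cells, at 50000 reads (dark) and at full depth (light); bars start at 0 and error bars are exact 95% binomial intervals. Luminal shares rise from 40.8% to 55.3% for Cd55 and from 42.1% to 69.7% for Cd14 with depth.

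On the LP and ML markers, 8 of 76 luminal cells lay in the LP range (10.5%, 4.66 to 19.7), 27 in the ML range (35.5%, 24.9 to 47.3) and 41 between them (53.9%, 42.1 to 65.5). A score within 5 points of a cut was found in 13 cells. At 100000 reads these shares were 10.5%, 26.3% and 63.2%. The same cells were scored at each depth, so the binomial intervals do not measure this shift. At full depth the ML range held 2.63% of the cells and the intermediate range 97.4%. The ML share thus fell and the intermediate share rose with depth.

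The median leading distance was 3.42 between basal cells and 3.12 between luminal cells at equal depth. On plate B it was 3.84 between basal and 3.15 between luminal cells, and it was 3.22 between basal cells of plate A and 3.10 between luminal cells of plate C. Genes detected at 50000 reads had medians of 2855 and 1564 in basal cells of plates A and B, and of 3202 and 3430 in luminal cells of plates B and C. In the clustering, 8 of 148 cells fell in the cluster of the other population, 7 of them basal and 1 luminal. That number depended on the thinning and on the linkage.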

Values the study reported

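The study reported profiles of 145 sorted basal cells from the adult gland on this platform. Of these, 7 were described as expressing genes of both lineages, about 5% of the basal compartment.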

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

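The tests in this part were chosen after the values were seen. The comparisons use no cell below the thresholds and no mitochondrial gene, and both hold signal. In the 24 basal cells below the thresholds the median share of mitochondrial reads was 14.5% (0.931 to 97.9), against 5.98% in passing basal cells. Most of that excess was on plate B, where the medians were 47.2% below the thresholds and 4.88% above them, against 7.91% and 6.01% on plate A. In the 14 luminal cells below the thresholds, all on plate C, it was 22.0% (2.90 to 96.0), against 7.16% in passing luminal cells of both plates and 6.70% in those of plate C. A count of 0 would have allowed at most 0.0966% and 0.0443%. Because the mitochondrial genes were removed before reads and genes were counted, that step could by itself have taken cells below the thresholds. In basal cells it did so for most of those with the highest shares: of the 9 with over 50% mitochondrial reads, 8 (88.9%) pass with mitochondrial and ribosomal protein genes kept. The 16 basal cells that stay below had a median of 10.2%, with 5.86% on plate A, where no excess over passing cells is left, and 12.9% on plate B. In luminal cells the step is argued against as the cause of the excess, since 1 of 14 passes with these genes kept and the other 13 had a median of 24.4%. Damaged cells that had lost cytoplasmic RNA remain open for the shares themselves and were not tested, and no biological explanation was tested.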

How the results depend on the processing

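Alternatives were listed before the data were examined, except the thinning draw with 1 random stream, the RPKM threshold for Cd55, the removal of cells with endothelial markers, the removal of a single cell for each named gene and the number of markers needed per cell, which were chosen after seeing the data. No paired analysis was possible because the numbers that basal and luminal cells share are only cell numbers and the results come from no test. A ratio was taken as moved when it left the interval from Poisson draws of the counts, a median over cells when it left the range over thinning seeds, and a share when it left its binomial interval. The first interval is narrow, so small shifts count. The last is wide and covers the draw of cells, so a shift in the same cells can pass within it. Of 168 planned values, 95 stayed within these bounds, 70 moved and 3 changed sign. Of 333 values for named genes, 106 stayed, 227 moved and 0 changed sign. Without the cell that moved it most, the ratio of each of the 37 named genes left its interval and 0 changed sign. It moved by over 1.5 times for 20 genes, and for 18 of these a cell was found whose removal put it further from 0.

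The list medians kept their sign throughout. The basal median was -3.67 with TMM factors, -3.69 with median-of-ratios factors, -4.53 and -2.01 with 0.1 and 10 CPM added and -5.53 on the short list. The luminal median was 4.20 with mitochondrial and ribosomal protein genes kept, 4.44 on plate B, 4.45 for plate A against plate C, 4.11 with TMM factors, 4.09 with median-of-ratios factors, 5.46 and 2.27 with 0.1 and 10 CPM and 5.30 on the short list. Without the 8 cells holding endothelial markers the medians were -3.91 and 4.41.

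The SD between plates in basal cells was 2.07 with the stricter filter, 2.05 without one, 2.01 with all genes kept, 1.76 without the gene filter, 2.06 with the mean of CPM per cell, 3.04 and 1.12 with 0.1 and 10 CPM and 2.10 without the 8 cells. In luminal cells it was 1.49 without a cell filter, 1.44 with all genes kept, 1.27 without the gene filter, 1.49 with the mean of CPM, 2.19 and 0.80 with 0.1 and 10 CPM and 1.48 without the 8 cells.

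The mixed range held 13.9% of basal cells without thinning and 19.4% on the short lists. It held 4.17% of luminal cells on plate B, 6.58% by list reads and 3.95% at cuts of 40% and 60%. The difference between basal plates in luminal part was 10.5 points without thinning and -5.68 on the short lists, a change of sign. The luminal difference changed sign to 0.803 without thinning and 0.819 at a threshold of 5 reads. The cause was not tested.

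The Cd55 share was 55.3% without thinning, 26.3% at 5 reads and 27.6% at over 40 RPKM. The Cd14 share was 69.7% without thinning, 55.3% at 100000 reads, 28.9% at 5 reads and 54.2% on plate B. The double share was 38.2% without thinning and 9.21% at 5 reads. The LP range held 0% without thinning and at cuts of 10% and 90%, 4.17% on plate B and 19.7% at cuts of 40% and 60%. The ML range held 2.63%, and 9.21% and 47.4% at those cuts. The intermediate range held 97.4%, 90.8% and 32.9%. At 100000 reads the Cd55 share (40.8%) and the LP share (10.5%) were those at 50000 reads. A thinned cell holds part of its own reads, so the rise of the 3 detection shares at full depth follows by construction, as does the fall at 5 reads and the effect of the range limits. The cause of the other shifts was not tested.

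The basal distance was 3.41 with the stricter filter, 3.42 without one, 7.57 without thinning, 4.24 at 100000 reads, 3.35 with all genes kept, 5.45 with a prior count of 1, 4.42 over 100 genes, 3.84 on plate B, 3.22 on plate A and 3.39 without the 8 cells. The luminal distance was 3.14 without a filter, 7.19 without thinning, 3.92 at 100000 reads, 3.00 with all genes kept, 5.13 with a prior count of 1, 4.03 over 100 genes, 3.15 on plate B, 3.10 on plate C and 3.14 without the 8 cells. The basal value stayed above the luminal one in each setting.

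Cells in the other cluster numbered 3 without thinning, 18 with all genes kept, 72 under average linkage, where 1 cluster held 138 of 148 cells, and 2 without the 8 cells.

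The marker tests of the closing hypotheses need 4 markers per cell. With 2, 3 and 5 needed, endothelial markers were held by 71.4%, 71.4% and 42.9% of the 7 basal cells in the luminal cluster and by 3.08%, 1.54% and 0% of the 65 in their own. Fibroblast markers were held by 90.9%, 90.9% and 72.7% of the 11 luminal cells in the mixed range and by 36.9%, 4.62% and 0% of the 65 above it.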

Other observations

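All tests in this part were chosen after the patterns had been seen. The files hold 96 basal cells, of which 72 passed. That is fewer than the number of basal cells quoted from the study above.

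The 11 luminal cells in the mixed range may owe their score to RNA of stromal cells more than to a basal program. The study describes a small cluster of epithelial cells, profiled on another platform, as close to basal cells. It lists Col3a1, Ly6a and Gsn, all on the fibroblast list here, among the genes highest in that cluster. The tests below do not tell epithelial cells of that kind from stromal RNA. If the 11 cells expressed basal keratins, most of them would have Krt14 or Krt5, and 18.2% had either at 10 CPM or more. Of the fibroblast markers not looked at before, at least 4 were present at 10 CPM or more in 9 of the 11 cells (81.8%, 48.2 to 97.7) and in 0 of the 65 luminal cells above the range, which allows a share of up to 4.62%. The most abundant list genes by median CPM in the 11 cells were Dcn at 1910 (looked at before), Ly6a at 1420 and Gsn at 965, against 0.87, 65.7 and 6.11 in the luminal cells above the range. Ly6a and Gsn were not confined to the 11 cells: 39 and 30 of the 65 also had them at 10 CPM or more. Mfap5 and Dpt reached that level in 6 of the 11 each and in 0 of the 65. The list is not free of transcripts found in basal cells: 7 of 65 basal cells in their own cluster held at least 4 of its markers. Of these, 6 held exactly 4, and cell 56 held 15 with Krt14 at 38.9 CPM and Acta2 at 3273 CPM, for which stromal RNA is open as well. Fbln2 was at 10 CPM or more in 57 of 72 basal cells. None of its genes is on the 200-gene basal list used here after matching. Endothelial markers were present by the same measure in 4 of the 11 cells (36.4%) and in 0 of the 65. That leaves RNA of endothelial cells open for those 4 cells (numbers 25, 27, 55 and 71); the others held at most 2 such markers. Pericyte markers were held by 3 of the 11 and immune markers by 0. The 4 endothelial holders also met the fibroblast threshold, but the numbers of markers differed between cells. Cells 24, 33, 39, 54 and 61 held 10 to 16 fibroblast and at most 2 endothelial markers. Cells 25, 27 and 71 held 10, 8 and 6 endothelial and 9, 4 and 11 pericyte markers with 4, 5 and 5 fibroblast ones, and cell 55 held 10 endothelial and 13 fibroblast markers. The source may thus differ between cells. The contrast was smaller with fewer markers needed: at 2, the shares were 90.9% and 36.9%. Luminal transcripts in these wells varied. Luminal cell 25 had Krt18 at 1242 CPM with Fabp4 at 3969 CPM, and for such cells a pair of cells in a capture site or stromal RNA in the well are candidate sources. Luminal cell 54, with the most fibroblast markers (16) and the lowest luminal part (34.0%), had Krt8 at 1.12 CPM, Epcam at 0.56 CPM and Krt18 at 148 CPM, so a stromal cell in the luminal sort is a candidate there. Luminal cell 86 held 0 markers of the 4 lists. Genes outside both lists did not settle the former: the median was 3544 in the 11 cells and 3260 in the luminal cells above the range, higher than in 83.6% of 10000 random sets. Reads or RNA of basal cells are argued against for the 10 cells on plate C as a set. In these files that plate held no cell sorted as basal, and wells outside the files were not examined. Their median basal-list share of reads was 1.69%, against 4.86% in basal cells of the basal cluster, and over the 10 cells and the 6 named basal markers of at least 500 CPM the median level was 0.136% of what that share would need. Acta2 and Krt14 were each under 10% of it in 8 of the 10. Sparc and Mylk had medians of 178% and 16.6% of it. Cell 63, with Acta2 at 138%, is an exception for which basal RNA stays open. Other cells came near or above the level for some markers only. Cell 25 had Acta2 at 59.1%, Mylk at 595% and Myl9 at 423% but no Krt14 read. Cell 61 had Krt14 at 81.6% with Acta2 at 0.136%. Cell 71 had Mylk at 102% with Acta2 at 0.105% and no Krt14 read. Some basal RNA is not excluded for these cells taken singly. Reads from wells of plate C with stromal RNA were not decided for the set. A well cannot take more reads of a gene from others than they hold, and 2 of the 10 cells (20.0%), cells 25 and 63, had at least 10 basal-list genes of 100 reads or more with more reads than the other 65 wells together. The numbers in the other 8 ranged from 0 to 9. In luminal cell 63, Krt14 (419 CPM), Acta2 (4372 CPM) and Krt18 (1524 CPM) were present together, and it held 1 endothelial and 3 fibroblast markers.

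On plate A, basal cells 13 and 20 lay in the mixed range with Krt14 at 471 and 581 CPM and Krt18 at 1505 and 914 CPM. No cell of these files sorted as luminal was on that plate. Of the luminal-list genes with 100 reads or more, 11 of 21 in cell 13 and 27 of 36 in cell 20 had more reads than the other 59 wells of the plate together, so both cells (100%) had at least 10 such genes. That argues against reads from the wells of plate A analysed here. Each held 4 fibroblast markers and no endothelial one. A pair of cells in a site and a cell with both programs remain open. Reads from wells of other plates, or of plate A outside these files, were not tested and stay open. The third basal cell in the range, number 82 on plate B, had Krt14 at 9.34 CPM and Fabp4 at 10457 CPM.

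Of the 7 basal cells in the luminal cluster, 4 held at least 4 endothelial markers (57.1%, 18.4 to 90.1), against 0 of the 65 basal cells in their own cluster and 1 of 7 for the fibroblast and the pericyte list. These were cells 63, 72, 80 and 82, all on plate B, with Fabp4 between 4660 and 12137 CPM and Cd36 between 1184 and 5234 CPM. Cells just under 4 markers were in both clusters. Cell 95, another of the 7, held 3 endothelial and 4 fibroblast markers with Cd36 at 15852 CPM and Fabp4 at 4332 CPM, and cell 71, in the basal cluster, held 3 endothelial markers with Emcn at 1935 CPM and Fabp4 at 1668 CPM. With 3 markers needed the numbers were 5 of 7 and 1 of 65, and with 5 they were 3 of 7 and 0 of 65. Endothelial cells or their RNA in the basal sort are a candidate source, although the study's sort left out cells positive for CD31. In cells 63, 72, 80 and 82, Pecam1 was at 15.6 to 942 CPM. Cdh5 was at 441 and 106 CPM in cells 72 and 80 and had no read in cells 63 and 82. Only 4 lists were tested, so another source of Fabp4 and Cd36 is not excluded. Luminal cells in the sort are not a source for the 7 as a set, since only 14.3% had a luminal part over 75%. The same 4 cells do not all lack basal transcripts: Krt14 was at 447 CPM in cell 80.

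The exception, basal cell 90, had 0 of 12 short-list basal markers at 10 CPM or more and 9 of 12 luminal ones, where luminal cells had medians of 0 and 9. All 12 of the former and 10 of the latter are on the lists that singled the cell out, so these counts describe it and do not decide between sources. A luminal cell in the basal sort and a single wrong label stay open. A swap with a luminal cell would need a partner, and 0 of the 90 luminal cells had a luminal part under 25%. The 14 below the thresholds were read at full depth, with at least 29 list genes each, and the lowest was 58.5%.

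Low counts of the other lineage were more frequent where both populations shared a plate. Among 13 luminal transcripts at 200 CPM or more in plate C luminal cells and low in basal cells of both plates, 1 to 3 reads were found in 5.38% of cell and gene pairs on plate A and 23.1% on plate B, a difference of 17.7 points, and 10 of the 13 were higher on plate B. For 15 basal transcripts in luminal cells the shares were 7.31% on plate C and 15.6% on plate B, a difference of 8.25 points, and 10 of 15 were higher. The test was run 3 times. A first cut at 1000 CPM left only 2 and 3 genes, 1 of each already looked at, and gave differences of 32.9 and 16.7 points. A second, at 200 CPM but with genes required to be low on the unshared plate alone, gave 17.0 and 8.25 points. Reads crossing between wells of a plate may explain both directions, although the median luminal part of luminal cells at full depth was not lower on plate B (83.4%) than on plate C (82.6%). Another difference between the captures on these plates would not be told from it by this test, since each population has 1 shared and 1 unshared plate. For Areg, looked at before, a read was found in 6.00% of basal cells on plate A and 45.5% on plate B at full depth. The same shares were 18% and 54.5% for Csn3, 54% and 81.8% for Krt18 and 72% and 95.5% for Prlr. Most basal cells of plate A, which held no luminal cell in these files, thus had a read of Krt18 or Prlr. In luminal cells the contrast was smaller. On plates C and B the shares were 26.9% and 33.3% for Krt14, 42.3% and 54.2% for Acta2 and 28.8% and 41.7% for Tagln. Detection by a single read at full depth is thus open to reads crossing between wells on plate B.

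Basal cells of plate B detected 0.548 times as many genes as those of plate A at 50000 reads each, so read depth is not the cause. A lower yield of the whole plate is argued against by luminal cells, where the ratio of plate B to plate C was 0.934. A difference in the basal capture on that plate remains open, as does a difference between mice, which the labels do not give.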
